A study of Mus musculus with 15 samples. Its data were reported in "Dissecting the early steps of MLL induced leukaemogenic transformation using a mouse model of AML" (2020).

How the data were processed

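ATAC-seq had been carried out on Hoxb8-FL cells, a mouse haematopoietic progenitor line held in a self-renewing state by a conditional Hoxb8 protein, whose activity depends on oestradiol, and by Flt3 ligand. The cells carried an MSCV retrovirus with GFP alone (Parental) or with human MLL-ENL and GFP (ME-Parental). MLL-ENL is a leukaemia fusion of MLL, encoded by KMT2A, and ENL, encoded by MLLT1. Per the labels, 15 libraries fell into 5 groups of 3 pools of 50000 cells: Parental at days 0, 6 and 9 and ME-Parental at days 6 and 9. The day 0 pools are labelled only as Parental at day 0, and whether they had been transduced is not given in the sources used here. Day could not be separated from the day of library preparation, so comparisons of days are described as differences between those libraries. The replicates are separate pools of cells, and nothing in the labels ties them to separate cultures or transductions, so p-values measure the spread between these pools, which may be technical.

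The authors aligned the reads with Bowtie2 to GRCm38 and called peaks with F-Seq, per group. Reads per merged peak were then counted with HTSeq, and the deposited counts are raw whole numbers with no normalisation. Handling of duplicates, the mapping quality limit and any shift of read ends for the transposase are not given in the sources used here. The authors' peak lists carry a signal per peak, the F-Seq density, which was used only to rank peaks within a list. Whether pools were combined before peaks were called is not given. The 82658 merged regions were the same as an own merge of the 5 lists, and covered 45.2 Mb. Counts were matched to regions by line, which was checked by the correlation of total count with region length (Spearman 0.971 across regions, which are not independent replicates). The 5 HTSeq summary rows, for reads outside regions, ambiguous, of low mapping quality or not aligned, held 67.5% to 83.8% of all reads per library and were left out of library sizes and tests.

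Counts in regions came to 2923136 to 7920001 per library (median 4864746) of 18094746 to 43530410 reads in all. A count of 3 in a library, the floor used here, corresponded to 0.275 to 1.25 CPM, the count scaled to library size by TMM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. All pairs of libraries differed by more than sampling noise, so each counted as 1 sample.

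Regions were annotated with GENCODE vM21 on GRCm38 and are given from position 1, as promoter (within 1000 bp of a transcription start site), exon, intron or intergenic, in this order. Regions that matched the mitochondrial genome (blastn, at least 100 bp at 80% identity or more) were called mitochondrial-like (24 regions), and 45 regions with a satellite match of at least 100 bp satellite-like. The mitochondrial-like regions are nuclear regions whose counts can come from mitochondrial DNA.

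The main test of each comparison was edgeR's quasi-likelihood F test on the counts of the libraries compared, with TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment over the regions tested, at 0.05. Adjusted p values in the text are from this test unless another is named. A test of the difference between the ME-Parental effects at days 9 and 6 used 12 libraries. Log2 fold changes are given ± SE and CPM as mean ± SD. The steps were tested on simulated counts. At day 6, 23.9% of regions changed by 1.5-fold, 56.7% of those changed by 2-fold and 93.9% of those changed by 4-fold were called, and at day 9 these shares were 15.0%, 40.7% and 81.4%.

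The following were fixed before the data were examined. Regions that overlap exons of Kmt2a and Mllt1, the mouse genes to which reads of the human cDNA can align, served as a check of the labels. The 13 gene lists were the transgene source, MLL fusion targets, LMPP (lymphoid-primed progenitor) genes, granulocyte genes, antigen presenting cell genes, cell cycle and DNA repair genes, B and T cell genes, erythroid, megakaryocyte and mast cell genes, melanoma and fibroblast markers (the Flt3 ligand came from a melanoma line), interferon response genes, immediate early and stress genes, oestrogen and glucocorticoid receptor targets, and housekeeping genes. Of 196 list genes, 195 were found in the annotation. A region served a gene where it overlapped its span extended by 10 kb. Lists were tested with limma camera at a preset correlation of 0.01 and with an estimated one, and with fry, on voom values, adjusted over 91 tests. Members that some lists share, and genes that these cells themselves use, are not separated. Regions named in the text were every tested region over an exon of Kmt2a or Mllt1, per comparison up to 10 regions per direction with the largest change among those that passed with the libraries of both groups apart, the passing regions and the 5 with the smallest p where fewer than 10 passed, the promoter region with the highest mean CPM of 25 chosen genes for ME-Parental against Parental, and up to 4 members of each list with the smallest p. Regions named outside this rule are said to be so. Some regions that the rule names are not reported here.

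Peak lists were compared by overlap of at least 1 bp with bedtools 2.31.1. Medians per chromosome were compared by exact permutation, and 14 consensus motifs by 2-sided Fisher's exact tests against tested regions that did not pass, where at least 50 regions passed in a direction. Alternatives were DESeq2, its size factors, library totals, no filter, a threshold of 0.1, all 15 libraries in one fit, only regions in the peak lists of the groups compared, only autosomes, the replicate number as a block, an offset for GC content and length, both together, leaving out each replicate, and for other results those named with them. Chosen after the data were examined were fits without mitochondrial-like, satellite-like and repeat regions (over 50% repeat), without the transgene regions, with the mitochondrial-like share as a covariate, without a pair of day 9 libraries, and list tests without mitochondrial-like regions. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, samtools 1.23.1, blastn 2.17.0, Python 3.11.15, SciPy 1.17.1 and matplotlib 3.10.9 were used.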

Results

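To examine whether MLL-ENL alters chromatin accessibility in self-renewing progenitors, open chromatin was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA. Parental and ME-Parental cells were compared at days 6 and 9, and Parental cells at day 0 gave a further reference. Each of the 5 groups had 3 pools of cells. Counts in the 82658 merged regions ranged from 4431807 to 5272584 in day 0 Parental libraries. They ranged from 3923369 to 7187356 in day 6 Parental, from 3650797 to 7886655 in day 6 ME-Parental, from 2923136 to 7875821 in day 9 Parental and from 4171263 to 7920001 in day 9 ME-Parental libraries. Mitochondrial-like regions held 26.3% to 31.7% of these counts in every day 0 and day 6 library. At day 9 this share was 13.0%, 31.4% and 41.7% in Parental replicates 1 to 3, and 37.1%, 37.9% and 5.87% in ME-Parental replicates 1 to 3. Satellite-like regions held 3.62% ± 0.414 (SD, n = 3) of counts at day 0. They held 2.49% ± 0.119 in Parental and 2.44% ± 0.0386 in ME-Parental cells at day 6, and 1.54% ± 0.186 and 1.85% ± 0.290 at day 9.

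At day 6 the mouse exons that correspond to the transgene were far higher in ME-Parental than in Parental cells. Over 14 exon regions of Kmt2a, the mouse counterpart of the gene for MLL, and Mllt1, the gene for ENL, ME-Parental libraries had 458.7 CPM ± 8.66 (SD, n = 3) against 4.51 ± 0.941 in Parental libraries, and day 0 libraries had 3.66 ± 1.36. A Kmt2a coding exon region on chromosome 9 (44846681 to 44850246) had 0.50 CPM in Parental and 339.5 CPM in ME-Parental cells (log2 9.39 ± 0.16, adjusted p = 3.5e-86). A Mllt1 coding exon region on chromosome 17 (56902393 to 56902899) was higher by log2 7.96 ± 0.46 (adjusted p = 2.0e-30). The Kmt2a promoter region (9, 44880622 to 44883328), which includes coding exon and UTR, was higher by log2 1.83 ± 0.09 (adjusted p = 1.5e-37). The Mllt1 promoter region (17, 56934939 to 56936212) did not pass, with log2 0.19 ± 0.12 (adjusted p = 0.854). Of the 15 tested regions over exons of these genes, 14 passed and were higher, also when adjusted over the list alone, and their median log2 over all 15 was 4.41. The calls of a pair of weak Mllt1 regions depended on single libraries. The region at 56919850 (log2 3.70 ± 0.74) was lost without ME-Parental replicate 1 (adjusted p = 0.084), 2 (0.112) or 3 (0.107) or Parental replicate 2 (0.366), and the region at 56926927 (log2 3.83 ± 0.73) without ME-Parental replicate 3 (0.170) or Parental replicate 2 (0.157) or 3 (0.0998). DESeq2 kept neither, nor the Kmt2a region at 44841428 (log2 3.51 ± 0.44).

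**Figure D1:**
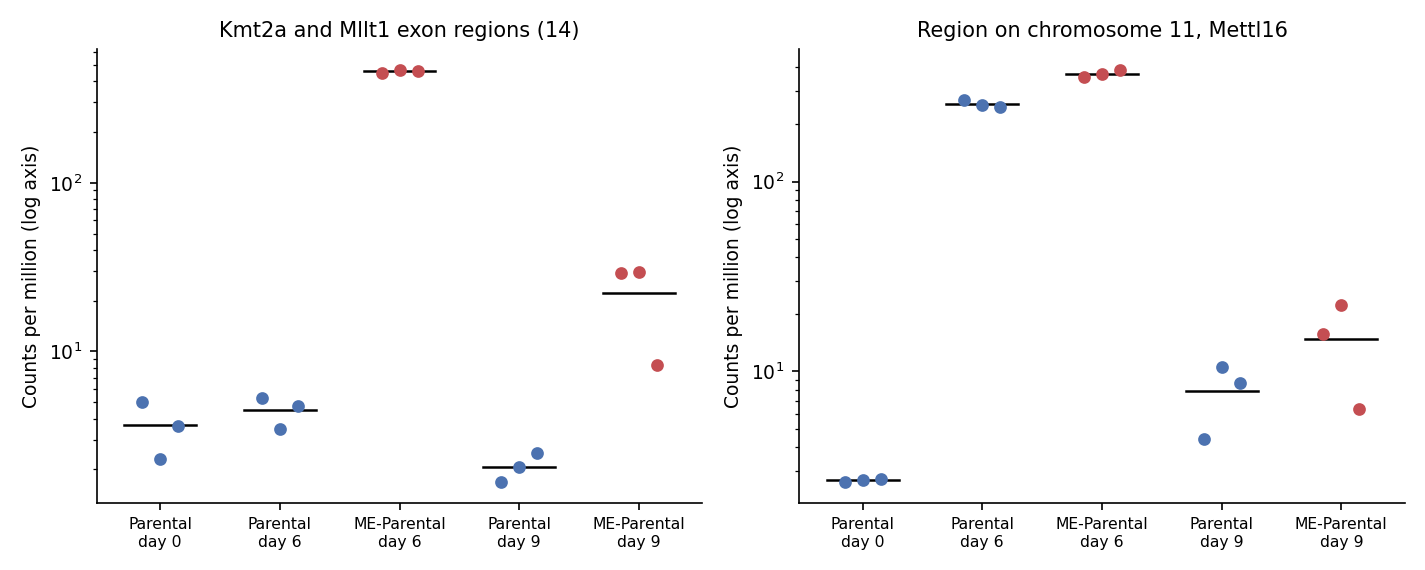
CPM (log axis) in each library, with points for libraries and lines for group means, summed over 14 Kmt2a and Mllt1 exon regions on the left and in the region at Mettl16 on the right. On the left the 3 day 6 ME-Parental libraries lie between 449.9 and 467.2 CPM and the day 6 Parental libraries between 3.48 and 5.32 CPM.

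**Figure D2:**
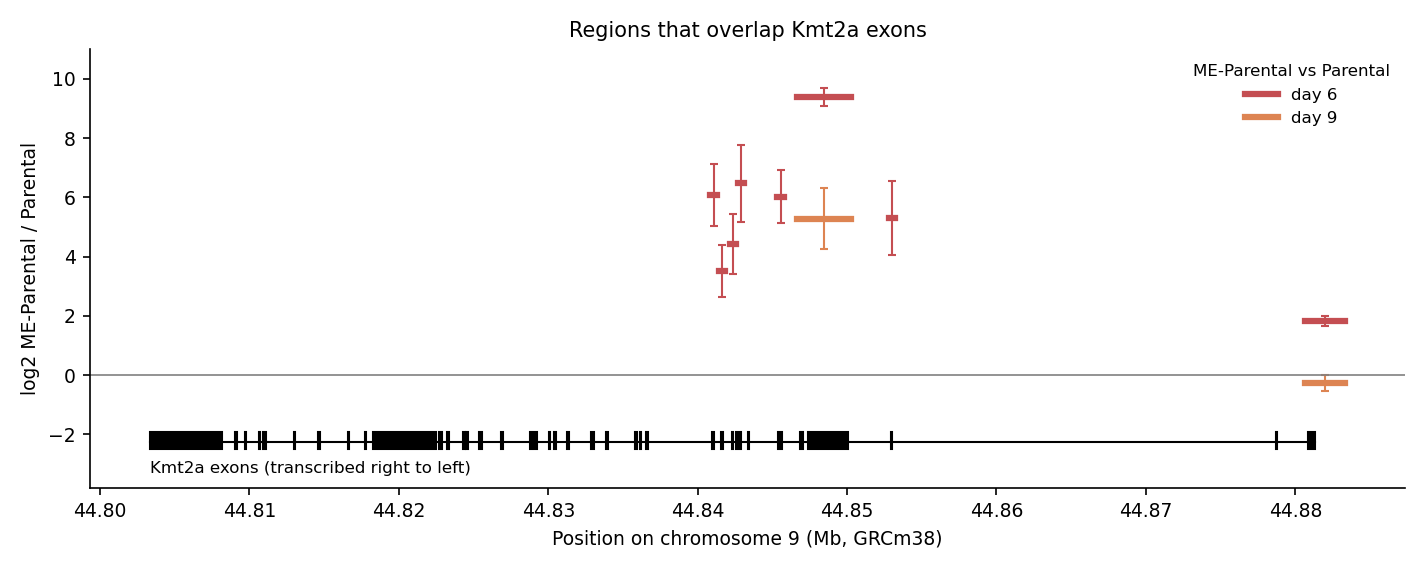
Log2 fold change (ME-Parental over Parental, 95% confidence interval) of the tested Kmt2a exon regions at days 6 and 9 against position on chromosome 9, with the exons of Kmt2a drawn below. The coding exon region from 44846681 was higher by log2 9.39 at day 6 and by 5.29 at day 9.

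Outside the transgene exons 10 further regions were higher in ME-Parental cells at day 6 and none was lower. They lay outside the rule for named regions and were chosen after their values were seen. A region at the promoter of the RNA methyltransferase gene Mettl16 on chromosome 11 (74765471 to 74770075) was higher by log2 0.53 ± 0.06 (adjusted p = 5.8e-10). Its signal was mostly seen at day 6 and in both arms, with 256.7 CPM in Parental and 369.5 CPM in ME-Parental cells. It had 2.68 CPM at day 0, and 7.88 and 14.8 CPM in these arms at day 9. The difference is therefore not read as an opening of this promoter by MLL-ENL. A ribosomal DNA-like region on chromosome 17 (39842912 to 39849109) was higher by log2 0.28 (adjusted p = 9.1e-05). Of the others, 5 were mitochondrial-like regions, including a pair in an intron of Myo3a, with log2 0.17 to 0.23. The last 3 were regions at 109011458 on chromosome 11 (log2 0.33, adjusted p = 0.0075), in an intron of Filip1l and Cmss1 at 57391456 on chromosome 16 (0.39, 0.017) and at 64858463 on chromosome 17 (0.60, 0.045). In all, 24 of 47699 tested regions passed, and 2999 had an unadjusted p under 0.05. The libraries of the groups did not overlap in 5607 regions (11.8%), where chance gives 10%. The 95% interval excluded a 2-fold change in 68.5% of tested regions. DESeq2 called 12 regions, a fit of all 15 libraries 12, the fit with the mitochondrial-like share as a covariate 14 and the fit without the transgene regions 4. In the fit of all 15 libraries every call was a transgene exon region, so none of the 10 further regions passed. DESeq2 lost 3 of the 14 transgene exon regions and the covariate fit 2, so most of the 10 further regions were lost there too.

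Promoters of genes that control self-renewal and differentiation did not pass at day 6 or day 9. The promoter regions of Hoxa9 and Meis1, transcription factor genes activated in MLL leukaemia, differed at day 6 by log2 -0.00 ± 0.14 and -0.15 ± 0.10. The promoter of Hoxa10 differed by log2 -0.58 ± 0.19 (adjusted p = 0.555) and that of the stem and progenitor marker Cd34 by -0.42 ± 0.11 (adjusted p = 0.156), with 38.3 CPM in ME-Parental and 51.8 CPM in Parental cells. Elane, which encodes neutrophil elastase, differed by log2 1.03 ± 0.42 (adjusted p = 0.677) and Mpo, the gene for myeloperoxidase, by 0.68 ± 0.42. Myc, Kit and Flt3 differed by -0.06 ± 0.11, -0.11 ± 0.13 and -0.12 ± 0.11, and Ldha, a glycolytic enzyme gene, by -0.25 ± 0.11. At day 9 Hoxa9, Myb and H2-Eb1 differed by log2 -0.20 ± 0.16, -0.37 ± 0.15 and 0.68 ± 0.48, and all of these promoters had an adjusted p of 0.999. Of the 25 chosen genes, Ddx4, Ly6c2 and Cd74 had no tested promoter region.

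**Figure D3:**
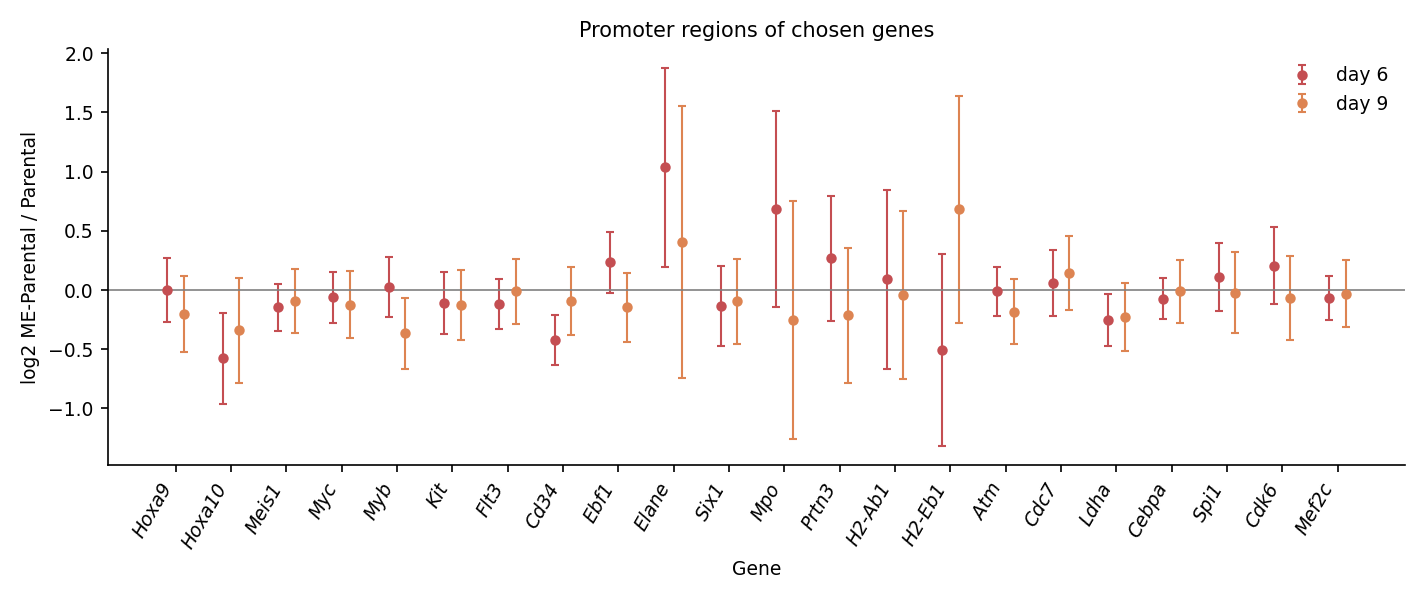
Log2 fold change (ME-Parental over Parental) at the promoter regions of the chosen genes at days 6 and 9, with points for estimates and bars for 95% confidence intervals. Cd34 lay at -0.42 and Elane at 1.03 at day 6, and no promoter passed at either day.

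Among the gene lists, the transgene source alone differed from other regions at day 6. Of its 21 regions, which take in flanks of both genes, 14 rose and none fell (14 adjusted over the list alone), with a median log2 of 3.83 (camera adjusted p = 1.8e-64, and adjusted p = 0.0089 with an estimated correlation). With the replicate number as a block this call was lost (adjusted p = 0.655), but not when mitochondrial-like regions were also left out (adjusted p = 3.6e-05). The 180 regions at MLL fusion targets had a median log2 of -0.01 and none passed (camera adjusted p = 0.76). When promoters alone were taken, the 36 promoter regions of the MLL fusion targets lay lower as a set (camera adjusted p = 0.0230, against 0.665 to 0.997 with the other alternatives). A shift of promoters as a class is not excluded there, so this is not assigned to the list. None of the other 11 lists had a passing region, although 1 LMPP region was lower when adjusted over the list alone. Camera adjusted p was 0.84 for LMPP genes, 0.66 for granulocyte genes, 0.64 for antigen presenting cell genes, 0.11 for cell cycle and DNA repair genes and 0.91 for B and T cell genes. It was 0.67 for erythroid, megakaryocyte and mast cell genes, 0.30 for melanoma and fibroblast markers, 0.63 for interferon response genes, 0.59 for immediate early and stress genes, 0.95 for oestrogen and glucocorticoid receptor targets and 0.59 for housekeeping genes.

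At day 9 the same Kmt2a coding exon region (9, 44846681) and the promoter of Pf4, which encodes the megakaryocyte chemokine platelet factor 4, were higher in ME-Parental cells. The Kmt2a region had 17.1 CPM ± 10.4 (SD, n = 3) in ME-Parental and 0.57 CPM in Parental cells (log2 5.29 ± 0.51, adjusted p = 5.4e-11). The Pf4 promoter region (5, 90771230 to 90772754) had 19.9 CPM in ME-Parental and 8.18 CPM in Parental cells (log2 1.16 ± 0.21, adjusted p = 0.018), with 11.9 CPM at day 0 and 11.8 CPM in Parental and 13.9 CPM in ME-Parental cells at day 6. These were 2 of 42338 tested regions, with 1945 at an unadjusted p under 0.05. The groups did not overlap in 4507 regions (10.6%), where chance gives 10%. Among regions that did not pass, those with the smallest p included 88423769 to 88424444 on chromosome 7 (log2 1.08 ± 0.25, adjusted p = 0.574) and introns of A430048G15Rik (2.27 ± 0.58) and Pam (1.02 ± 0.26). The Kmt2a promoter differed by log2 -0.26 ± 0.14. In the lists, 1 transgene source region of 8 and 1 erythroid, megakaryocyte and mast cell region of 25, that of Pf4, rose (1 and 1 adjusted over the list alone), and the other 11 lists had no passing region. No list passed camera at day 9 (MLL fusion targets adjusted p = 0.76), but at promoters alone the 35 regions of MLL fusion targets (adjusted p = 0.0152, against 0.689 to 0.997 with the other alternatives) and the 27 of cell cycle and DNA repair genes (0.0077, against 0.143 to 0.462) lay lower as sets. Promoters held 58.9% ± 0.430 of counts outside mitochondrial-like regions in ME-Parental and 60.2% ± 0.604 in Parental libraries at day 9. A shift of promoters as a class is therefore not excluded, and these results are not assigned to the lists. DESeq2 called 0 regions (1814 at an unadjusted p under 0.05), with an adjusted p of 0.134 for the Kmt2a exon, library totals 1, the fit without the transgene regions 1 and the fit with the mitochondrial-like share as a covariate 12. The Pf4 call was lost with DESeq2 (adjusted p = 0.910), which left 0 calls, and with library totals (0.9999), which left 1. It was also lost without ME-Parental replicate 1 (0.137) or 2 (0.256) or Parental replicate 2 (0.9999) or 3 (0.299). Each of these fits without a library left 1 call, while 14 regions passed without ME-Parental replicate 3.

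The ME-Parental effect fell between day 6 and day 9 at the Kmt2a promoter region. The difference of the effects was log2 -2.10 ± 0.17 (adjusted p = 1.3e-16), with 150.9 CPM ± 7.41 in ME-Parental against 42.0 ± 3.22 in Parental cells at day 6 and 46.7 against 57.1 CPM at day 9. It was the only region of 51745 that passed, and 2165 had an unadjusted p under 0.05. The Mllt1 exon region at 56894361 differed by log2 -4.64 ± 0.96 (adjusted p = 0.121) and an exon of the histone demethylase gene Kdm1a by -1.25 ± 0.28 (adjusted p = 0.454). Other regions with a small p that did not pass included an intron of Lsm14a (4.19 ± 1.00) and an exon of Zgrf1 (1.21 ± 0.30). The transgene source list had 1 lower region (5 adjusted over the list alone) and a median log2 of -2.59 (camera adjusted p = 2.7e-15, and adjusted p = 0.0059 with an estimated correlation). DESeq2 called 2 regions, the fit without day 9 Parental replicate 2 also 2, the fit with the mitochondrial-like share as a covariate 3 and the fit without the transgene regions 0.

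In Parental cells, day 6 differed from day 0 at 748 of 45938 regions, of which 287 were higher and 461 lower. The Mettl16 region on chromosome 11 rose from 2.68 CPM ± 0.0591 to 256.7 ± 12.1 (SD, n = 3; log2 6.53 ± 0.13, adjusted p = 2.2e-109). A pair of intergenic regions without a count at day 0 were also higher, at 20668387 to 20668793 on chromosome Y (6.32 CPM ± 1.37, adjusted p = 1.6e-13) and 67892305 to 67892605 on chromosome 13 (3.48 CPM ± 0.445, adjusted p = 1.9e-07). The promoter of Cxcl12, the chemokine that binds Cxcr4, fell from 4.92 to 0.84 CPM (6, 117168402 to 117168941, log2 -2.38 ± 0.46, adjusted p = 0.00027). Introns of Kcnh7 (log2 -2.44 ± 0.41, adjusted p = 1.2e-05) and Ndst3 (-2.69 ± 0.51, 0.00018) and an intergenic region on chromosome 4 (95317765 to 95318276, -3.15 ± 0.44, 2.7e-08) also fell. Of 44 satellite-like regions 36 fell, with a median log2 of -0.68, and of 22 mitochondrial-like regions 13 fell. Promoters made up 54.4% of higher and 30.4% of lower regions (Fisher's exact test, 2-sided, p = 8.7e-11), against 29.0% of all tested regions. This difference was lost with an offset for GC content and length (41.6% and 34.5%, exact p = 0.0993) and with the mitochondrial-like share as a covariate, where promoters were 4 of 14 higher and 24 of 51 lower regions (exact p = 0.243). The median log2 of the promoter regions called higher was 0.49, and 0.45 and 0.44 in these fits. The mitochondrial-like share was 28.1% to 31.7% in day 0 and 26.3% to 28.6% in day 6 Parental libraries. The covariate therefore largely follows the day, and losses with it in this comparison do not decide whether the share is the cause. With library totals the split was 844 higher and 316 lower. DESeq2 called 144 regions higher and 136 lower, a fit of all 15 libraries 234 and the covariate fit 65. There were 355 without day 6 replicate 2, 319 without day 6 replicate 3, 391 without day 0 replicate 2 and 445 without day 0 replicate 3. Of 32 named regions that passed, 8 did so in each fit that left out 1 library, among them all those given here, and Ndst3 was lost with the mitochondrial-like share as a covariate (adjusted p = 0.229). The filter of DESeq2 on low counts left the chromosome Y, 13 and 4 regions and those of Cxcl12, Kcnh7 and Ndst3 without an adjusted p.

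By list, MLL fusion targets had 3 higher and 1 lower of 166 regions at day 6 against day 0 (5 and 1 adjusted over the list alone). An intron region of Eya1, which encodes a transcriptional co-activator, rose by log2 1.49 ± 0.30 (1, 14298272 to 14299616, adjusted p = 0.00052; 0.244 with the mitochondrial-like share as a covariate, and at most 0.0202 with the other alternatives). Housekeeping genes had 2 higher regions (3 adjusted over the list alone), of which that of the cyclophilin gene Ppia was higher by log2 0.51 ± 0.10 (adjusted p = 0.00079) but was lost without day 6 replicate 3 (0.0511) and with the mitochondrial-like share as a covariate (0.671). This list passed camera (adjusted p = 0.025) but not with an estimated correlation (adjusted p = 0.46 with an estimated correlation). LMPP genes and B and T cell genes had 1 higher region each and antigen presenting cell genes 1 higher and 1 lower, with the same counts adjusted over the list alone. Interferon response genes had 1 lower region (2 higher and 1 lower adjusted over the list alone), and oestrogen and glucocorticoid receptor targets 2 lower (2 higher and 2 lower adjusted over the list alone). The remaining lists had no passing region with edgeR, and 1 melanoma and fibroblast region was lower when adjusted over the list alone.

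In Parental cells at day 9, 2121 of 43797 regions differed from day 0, with 1169 higher and 952 lower. The promoter of Polr2a, which encodes a subunit of RNA polymerase II, rose by log2 0.74 ± 0.13 (adjusted p = 4.6e-05), and a region at Cd209a, a lectin gene of dendritic cells, by 0.65 ± 0.12 (8, 3754206 to 3754749, adjusted p = 0.00011). The promoter of the LIM homeobox gene Isl1 fell from 6.42 to 1.12 CPM (13, 116309617 to 116310294, log2 -2.44 ± 0.42, adjusted p = 4.9e-05) and an intron of Astn1 had a log2 of -2.43 ± 0.47 (adjusted p = 0.00047). The Kmt2a promoter region rose by log2 0.63 ± 0.12 (adjusted p = 0.00065). Promoters made up 74.9% of higher and 24.5% of lower regions, against 30.1% of tested regions (Fisher's exact test, 2-sided, p = 5.1e-123). Of 44 satellite-like regions 42 fell, with a median log2 of -1.35. With library totals 12 regions were higher and 81 lower, with promoter shares of 50% and 42.0% (Fisher's exact test, 2-sided, p = 0.757). The sizes moved little, with a median log2 of 0.55 against 0.51 at the promoter regions called higher and of -1.31 at satellite-like regions, and 8 of the 46 named regions that passed did so with library totals, Isl1 and Astn1 among them but not Polr2a, Cd209a or the Kmt2a promoter. DESeq2 called 900 regions higher and 170 lower, 1070 in all, so the balance of directions was not kept. Its filter on low counts left Isl1 and Astn1 without an adjusted p. The fit with an offset for GC content and length called 530 higher and 718 lower, and that with the mitochondrial-like share as a covariate 1297 in all. There were 875, 1225 and 2861 regions without day 9 replicate 1, 2 or 3 and 1061, 668 (330 higher and 338 lower) and 898 without day 0 replicate 1, 2 or 3, and 8 of the 46 named regions passed in each of these fits, those given here among them.

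**Figure D4:**
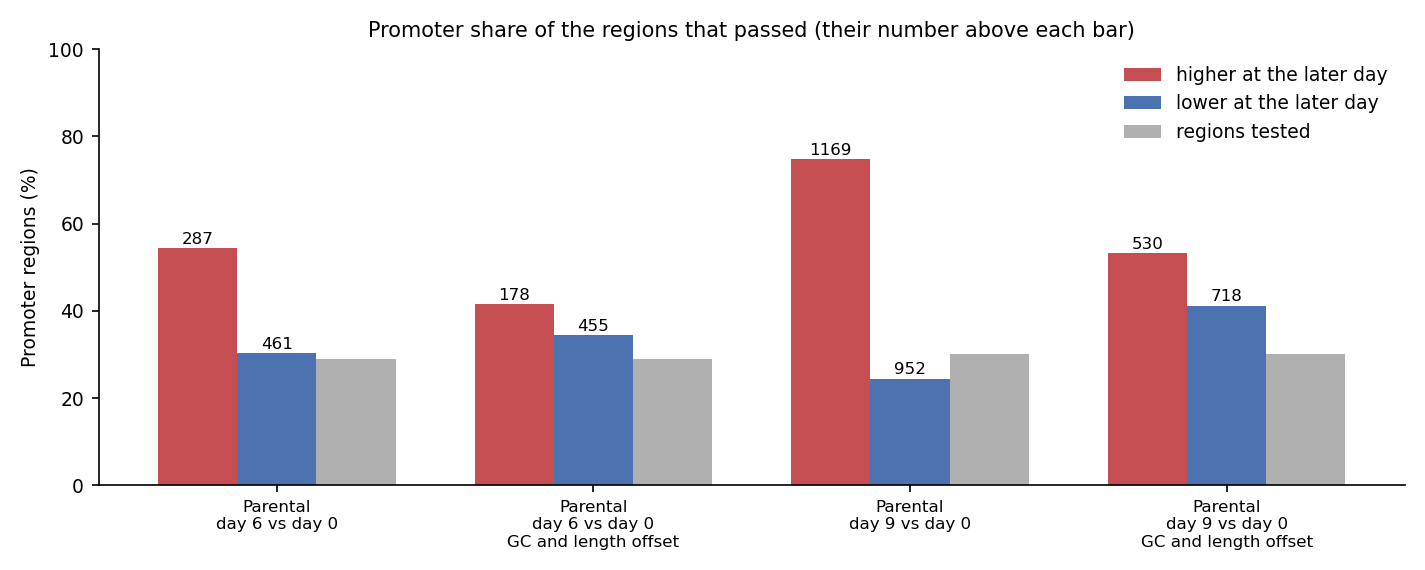
Percent of promoter regions among regions higher, lower and tested in Parental cells at days 6 and 9 against day 0, without and with an offset for GC content and length, with the number of regions above the bars. At day 9 the share among higher regions was 74.9% without and 53.2% with the offset.

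Immediate early and stress genes, which respond within hours to stimulation, lay higher at day 9 than at day 0. Of their 59 regions 3 rose and none fell (7 adjusted over the list alone), with a median log2 of 0.24 (camera adjusted p = 4.3e-05, but adjusted p = 0.146 with an estimated correlation). A region of the heat-shock gene Hspa1b was higher by log2 1.08 ± 0.27 (adjusted p = 0.012), but not without day 9 replicate 1 (0.0876) or day 0 replicate 2 (0.0866). Of the housekeeping genes 6 regions rose (6 adjusted over the list alone), with Polr2a among them, while camera gave an adjusted p of 0.089. At promoters alone this list passed camera (adjusted p = 8.0e-05), as did immediate early and stress genes (1.1e-05). Cell cycle and DNA repair genes (0.0080) and oestrogen and glucocorticoid receptor targets (0.0152) also passed at promoters alone. Promoters made up 74.9% of all regions higher between these libraries and 30.1% of tested regions. Passes at promoters alone can therefore reflect promoters as a class and are not assigned to these lists. Of cell cycle and DNA repair genes 5 regions rose (6 adjusted over the list alone), at Rpa1, Aurkb and Brca1 among others, and none of these 3 passed in each fit that left out 1 library. Oestrogen and glucocorticoid receptor targets had 5 higher regions (7 higher and 2 lower adjusted over the list alone), and LMPP genes 3 (3 adjusted over the list alone). B and T cell genes had 2 higher regions (2 adjusted over the list alone), including one of Gata3 with log2 0.50 ± 0.12, which was lost without day 0 replicate 3 (adjusted p = 0.0871). MLL fusion targets had 2 higher and 2 lower of 159 regions (1 and 1 adjusted over the list alone). Antigen presenting cell genes had 1 higher region, at Cd209a, and 1 lower (2 and 1 adjusted over the list alone). The transgene source, erythroid, megakaryocyte and mast cell genes and interferon response genes had 1 higher region each (adjusted over the list alone 1 higher and 1 lower, 2 higher and 0). Granulocyte genes and melanoma and fibroblast markers had none, with edgeR or over the list alone. Between the same libraries promoters made up more of the higher than of the lower regions, and most satellite-like regions fell, as given above.

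Between day 6 and day 9 the regions that had appeared at day 6 fell in both arms. In Parental cells the Mettl16 region fell by 5.24 on the log2 scale (SE 0.16, adjusted p = 2.5e-60), the chromosome Y region at 20668387 by 5.42 (adjusted p = 1.4e-09) and the chromosome 13 region by 3.45 (adjusted p = 0.0006). An intergenic region on chromosome 11 (72953407 to 72954511) rose by log2 1.18 ± 0.23 (adjusted p = 0.00081), and an intron of C77080 rose by 1.06 ± 0.22 (4, 129256309 to 129257100, adjusted p = 0.0026). The promoter of Plekho2 was higher at 8.08 than at 2.93 CPM (log2 1.50 ± 0.31, adjusted p = 0.0032) but not without day 9 replicate 1 (0.153). In all, 50 regions were higher and 113 lower of 43086 in Parental cells, of which 34 of the lower were satellite-like. The balance of directions was not kept with the mitochondrial-like share as a covariate (119 higher and 116 lower) or without day 9 replicate 1 (84 and 68). Library totals gave 0 higher and 3 lower and DESeq2 40 higher and 38 lower, with no adjusted p after its filter on low counts for the chromosome Y and 13 regions, C77080, Plekho2 and the region at 72953407, and 103 passed without mitochondrial-like, satellite-like and repeat regions. There were 106 and 309 regions without day 9 replicate 2 or 3 and 74, 62 and 102 without day 6 replicate 1, 2 or 3. Stress genes passed camera with no passing region (median log2 0.13, adjusted p = 5.7e-04, and adjusted p = 0.146 with an estimated correlation), and 1 MLL fusion target region, of Eya1, was lower (2 adjusted over the list alone) but passed in 1 of 6 fits that left out 1 library.

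In ME-Parental cells 9 regions were higher and 43 lower of 46167 at day 9 than at day 6, and 14 of the lower ones were transgene exon regions. The Kmt2a coding exon region at 44846681 had a log2 of -4.52 ± 0.22, the Kmt2a promoter -1.67 ± 0.13 and the Mllt1 exon region at 56894361 -6.02 ± 0.35 (adjusted p = 7.7e-23). Summed over 14 exon regions the level went from 458.7 CPM at day 6 to 29.1, 29.6 and 8.25 CPM in day 9 replicates 1 to 3. The chromosome Y region had a log2 of -5.17 ± 0.50 (adjusted p = 6.2e-12). An intron region of Mctp1, a calcium-binding membrane protein gene, rose from 20.1 to 42.1 CPM (13, 76410174 to 76411487, log2 1.04 ± 0.15, adjusted p = 5.0e-06), and an exon region of the kinase anchor gene Akap5 was higher by 0.79 ± 0.15 (adjusted p = 0.0020) but not without day 6 replicate 1 (0.055). The transgene source list had 14 lower regions (14 adjusted over the list alone, median log2 -4.16, camera adjusted p = 4.5e-42, and adjusted p = 0.0089 with an estimated correlation). Stress genes (median log2 0.14, adjusted p = 0.0077) and erythroid, megakaryocyte and mast cell genes (0.18, 0.027) passed camera without a passing region, with an adjusted p = 0.46 and an adjusted p = 0.40 with an estimated correlation, and the latter list was also lost without mitochondrial-like regions. Library totals gave 0 higher and 19 lower, without Mctp1 and Akap5, DESeq2 26, all 15 libraries 84, the fit without the transgene regions 32 and the covariate fit 97 higher and 87 lower. Without day 9 replicate 3 the balance turned to 148 higher and 67 lower. There were 108 regions without day 9 replicate 1 and 34 and 31 without day 6 replicate 2 or 3. Of the MLL fusion targets 1 region, of Eya1, was lower (1 adjusted over the list alone), but not without day 9 replicate 3 (adjusted p = 0.0531) or day 6 replicate 1 (0.251).

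The changes of Parental cells from day 0 to days 6 and 9 shared a direction beyond what noise in their common day 0 libraries gave in simulations. Across 42477 regions, which are not independent replicates, Pearson's r between the log2 changes was 0.658, against 0.517 in 5 simulations with no change. A total of 138 regions were higher at both days, where independence would give 7.48, and 216 were lower at both, where it would give 9.97. No region was called in opposite directions, and the simulations called 0 regions at both days. A difference of preparation common to all day 0 libraries would also give a shared direction. It was not simulated, so the excess cannot be assigned to the cells. The ME-Parental effects at days 6 and 9, which share no libraries, had an r of 0.102. The changes from day 6 to day 9 in Parental and ME-Parental cells had an r of 0.280, with 3 regions higher in both and 13 lower in both.

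Most peaks of each list overlapped a peak of each other list, but the lists were not the same. Of the merged regions 53.0% lay in all 5 lists and 20.8% in 1 list. The lowest share was 78.5%, for day 9 ME-Parental peaks that overlapped a day 0 Parental peak. The lists held 61692 peaks in day 0 Parental, 60343 in day 6 Parental, 61387 in day 6 ME-Parental, 62983 in day 9 Parental and 66876 in day 9 ME-Parental cells, and covered 32.3, 33.6, 33.7, 34.7 and 37.3 Mb. Of day 6 Parental peaks 86.5% overlapped a day 6 ME-Parental peak, and of day 9 Parental peaks 88.4% a day 9 ME-Parental peak. Of day 0 Parental peaks 83.7% overlapped a peak at day 6 and 84.5% a peak at day 9 in Parental cells. Promoters made up 25.3%, 25.2%, 24.7%, 24.6% and 23.4% of peaks in the order of the groups above, introns 38.2% to 39.2%, intergenic peaks 30.4% to 31.1% and exons 6.03% to 6.29%. Each list is a single list per group, so these shares carry no replicate error. Median log2 changes per chromosome, leaving out Y, spanned 0.05 at day 6 and 0.14 at day 9 between ME-Parental and Parental cells. They spanned 0.29 in Parental cells between days 9 and 0, from -0.12 on chromosome 3 to 0.17 on chromosome 11. Chromosome Y, with 10 or 12 regions, had medians of 0.06, 0.16 and -0.35 in these comparisons, and the smallest exact p that 3 against 3 libraries allow is 0.1.

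Among 14 motifs, those of NRF1, SP and KLF factors and NFY were more frequent in regions higher at day 9 than at day 0 in Parental cells. The motif of NRF1, a regulator of mitochondrial genes, occurred in 14.2% of regions higher at day 9 than at day 0 and in 2.49% of regions that did not pass (odds ratio 6.49, and 2.08 with adjusted p = 1.0e-13 against regions matched for GC content and length). The GC-box motif of SP and KLF factors occurred in 44.8% against 12.7% (5.57, matched 1.55, adjusted p = 1.7e-08) and that of NFY in 78.1% against 56.5% (2.75, matched 1.27, adjusted p = 0.018). The motif of PU.1, a myeloid and lymphoid factor encoded by Spi1, was less frequent in these regions at 10.6% against 14.9% (0.677, matched 0.678, adjusted p = 0.0015). Promoters made up 74.9% of these regions and 30.1% of tested regions. No motif test was matched for promoters, so the motif differences may reflect the promoter share. The CEBP motif, bound by factors of granulocyte development, was more frequent in regions higher at day 6 than at day 0 (14.6% against 6.75%, matched odds ratio 1.68, adjusted p = 0.023) and less frequent in regions lower at day 9 (4.62% against 6.91%, matched 0.617). NRF1 was also more frequent in regions higher at day 6 (12.5% against 2.58%, matched 2.37), and the ETS motif less frequent in those lower at day 6 (0.434% against 4.04%, matched 0.0959). For regions higher at day 6 the matched odds ratios of the NFY motif (0.930, adjusted p = 0.927) and the SP and KLF motif (0.982, adjusted p = 0.996) crossed 1. Of 84 tests by Fisher's exact test 32 passed, 9 did so against matched regions, and 8 passed in both with the same direction.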

Values the study reported

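The study analysed 3 pools of 50,000 GFP-positive cells per group by ATAC-seq and reported no statistical differences in coverage at peaks between Parental and ME-Parental cells at day 6 or day 9 after transduction, except at regions that correspond to the transduced MLL-ENL.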

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

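The tests of explanations and the splits in this part were chosen after the results were seen. A pair of results differed between day 6 and day 9 by a test of the difference of the ME-Parental effects. At the Kmt2a promoter region the effect differed by log2 -2.10 (adjusted p = 1.3e-16), and it passed in all 12 fits that left out 1 library. The transgene source list differed by a median log2 of -2.59 (camera adjusted p = 2.7e-15). With the libraries divided otherwise within each day, 11 of 30 drawn splits of 200, the real one included, gave as many calls as the 1 found, with at most 39, so for the number of calls chance was not excluded. The 39 calls, many times the real count, point to a structure of the samples other than the group.

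These differences go with a wider pattern of regions with signal at day 6 and little at day 0 or 9, in both arms outside the transgene exons. Regions that match an endogenous murine leukaemia provirus over at least 90% of their length numbered 5, and in all 5 each of the 6 day 6 libraries lay above each of the 9 others, which 28 of 42658 regions of like count showed (0.0656%), while the Mettl16 region was not among the matching ones. This is consistent with retroviral DNA brought in at transduction, a hypothesis found and tested on the same data, and the tables argue against vector copies alone, because regions that match pol, a viral gene absent from such vectors, had 294 counts at day 6, 0 at day 0 and 9 at day 9. Fewer cells with the vector at day 9 cannot be told apart from a loss of such DNA, because the falls of the transgene, provirus-matching and Mettl16 signals in ME-Parental cells differed by 1.57-fold, a ratio that rests on 3, 2 and 3 provirus-matching counts in the day 9 libraries, at or under the floor, and so decides nothing. A sort for GFP-positive cells, which the study describes, would remove cells without the vector, and a true opening of endogenous proviruses at day 6 also stays open and was not tested.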

How the results depend on the processing

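The replicate block was planned, whereas the fits without mitochondrial-like, satellite-like and repeat regions, without the transgene regions and with the mitochondrial-like share as a covariate, and the list tests without mitochondrial-like regions, were chosen after the data were examined. Same-numbered libraries did not deviate together (correlations -0.10 to 0.05), so the block has no basis in the data. Of 2719 values for 143 named results that passed, 2066 kept direction and side of the threshold, 653 no longer passed or, with DESeq2, had no adjusted p after its filter on low counts, and 0 reversed. Of 8067 values for 378 named results that did not pass, 8015 stayed so and 52 passed. The causes of the changes below were not tested, except that fits without a set of regions test fewer regions. Small changes were often missed at this depth, spread and number of pools, which were not varied one by one, since in simulated counts 23.9% of 1.5-fold changes were called between ME-Parental and Parental cells at day 6, and fewer at day 9.

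For ME-Parental against Parental at day 6 (24 regions), DESeq2 gave 12, all 15 libraries 12, no transgene regions 4 and the covariate 14. At day 9 (2 regions) they were 0 with DESeq2, 1 with library totals, 1 without the transgene regions and 12 with the covariate, and 2 without day 9 Parental replicate 1 and ME-Parental replicate 3. The difference of the effects (1 region) gave 2 with DESeq2, 0 without the transgene regions and 3 with the covariate. For Parental day 6 against day 0 (748) there were 280 with DESeq2, 1160 with library totals, 234 with all 15 libraries, 442 with the block, 471 with the block and the GC and length offset, 65 with the covariate and 1450 at a threshold of 0.1. For Parental day 9 against day 0 (2121) there were 1070 with DESeq2, 93 with library totals, 1248 with the GC and length offset, 951 with block and offset, 1297 with the covariate and 3648 at 0.1. For Parental day 9 against day 6 (163) there were 78 with DESeq2, 3 with library totals, 103 without mitochondrial-like, satellite-like and repeat regions and 302 at 0.1. For ME-Parental day 9 against day 6 (52) there were 26 with DESeq2, 19 with library totals, 84 with all 15 libraries, 32 without the transgene regions, 184 with the covariate and 89 at 0.1.

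Leaving out each replicate gave 18 to 35 regions for ME-Parental against Parental at day 6, 1 to 14 at day 9, 1 to 2 for the difference of the effects, 319 to 546 for Parental day 6 against day 0, 668 to 2861 for day 9 against day 0, 62 to 309 for day 9 against day 6, and 31 to 215 for ME-Parental day 9 against day 6. Transgene exon regions called ranged from 12 to 14 at day 6 and stayed at 1 at day 9.

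Of 91 list tests 8 passed camera, 3 with an estimated correlation, 17 at promoters alone and 7 with the block, which lost the transgene source at day 6 (adjusted p = 0.655), and the MLL fusion targets at day 9 reversed in direction at promoters alone (adjusted p = 0.0152). For the results at promoters alone a shift of promoters as a class is not excluded. The share of peaks that overlap fell to 77.4%, 77.7%, 72.5% and 72.1% when 50% of both peaks had to overlap, and was 92.0%, 93.8%, 88.5% and 89.5% for peaks above the median density, for day 6, day 9, day 0 against day 6 and day 0 against day 9. With promoters from 2000 bp before to 500 bp after a start site their share was 26.1%, 26.1%, 25.6%, 25.6% and 24.4% in the 5 lists. Of 84 motif tests 9 passed against matched regions, and the odds ratio crossed 1 for NFY (0.930) and SP-KLF (0.982) in regions higher at day 6 and for ISRE (0.939) and NF-kB (0.938) in regions higher at day 9.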

Other observations

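The tests of the promoter pattern, the splits and the comparison of provirus-matching regions in this part were chosen after the results were seen. Signal over provirus-matching regions appeared at day 6 in Parental and ME-Parental cells alike. Summed over 5 such regions, on chromosomes 5, 8, 13 and Y, libraries had 0.134 CPM ± 0.232 (SD, n = 3) at day 0, 14.4 ± 1.19 in Parental and 17.4 ± 0.663 in ME-Parental cells at day 6, and 0.692 ± 0.163 and 0.539 ± 0.285 at day 9. The day 9 libraries had 2 to 7 counts each there, too few for a ratio. The level at day 9 was 3.07% of that at day 6 for the Mettl16 region in Parental cells and 4.87% for the transgene exons in ME-Parental cells. Of 8 regions at least 8-fold above days 0 and 9 in both arms, 4 matched the provirus, and the others lay at Mettl16, Ctse, Plxdc2 and Acacb. In each day 9 arm the library with the lowest mitochondrial-like share also had the lowest level at Mettl16, with 4.40 CPM in Parental replicate 1 and 6.33 CPM in ME-Parental replicate 3.

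In Parental cells at day 9 against day 0, 875 promoter regions were called higher and 233 lower, while most of those tested did not pass. Of 44 satellite-like regions 42 fell. With an offset for GC content and length, promoters still made up 53.2% of higher against 41.2% of lower regions (Fisher's exact test, 2-sided, p = 2.8e-05) and 41 of 44 satellite-like regions were lower, which argues against GC and length trends as the whole cause, although the calls went from 2121 to 1248. With the mitochondrial-like share as a covariate, promoters made up 75.7% of higher regions and 40 of 44 satellite-like regions were lower, which argues against that share as the cause. A difference between preparations on different days and a biological difference between the days both stay open, because day and preparation are confounded, and neither was tested. With library totals 12 regions were higher and 81 lower, but the median log2 was 0.55 against 0.51 at the promoter regions called higher and -1.31 against -1.35 at satellite-like regions, of which 34 of 44 were lower.

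The splits of the 6 libraries in each comparison, the real one included, were too few, at 10, for a share under 0.05. For ME-Parental against Parental at day 6 the real split gave 24 regions and the highest other 14. At day 9 these were 2 and 66, and 4 of the 10 splits, the real one included, gave at least as many. The 4 were the real split and 3 others, and the splits that placed Parental replicate 1 with ME-Parental replicate 3, the libraries with the lowest mitochondrial-like shares, gave 66, 29, 3 and 1 regions, which points to a structure of the samples other than the group. Without both of these libraries 2 regions passed. For Parental day 6 against day 0 the real split gave 748 and the highest other 7, for day 9 against day 0 2121 and 0, for day 9 against day 6 163 and 0, and for ME-Parental day 9 against day 6 52 and 1.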
